# β-catenin activates TGF-β-induced epithelial–mesenchymal transition in adenomyosis

**DOI:** 10.1038/s12276-020-00514-6

**Published:** 2020-10-15

**Authors:** Jung-Yoon Yoo, Bon Jeong Ku, Tae Hoon Kim, Jong Il Ahn, Ji Yeon Ahn, Woo Sub Yang, Jeong Mook Lim, Maketo M. Taketo, Jung-Ho Shin, Jae-Wook Jeong

**Keywords:** Urogenital reproductive disorders, Gene regulation

## Abstract

Adenomyosis is defined as the presence of ectopic nests of endometrial glands and stroma within the myometrium. Adenomyosis is a common cause of dysmenorrhea, menorrhagia, and chronic pelvic pain but is often underdiagnosed. Despite its prevalence and severity of symptoms, its pathogenesis and etiology are poorly understood. Our previous study showed that aberrant activation of β-catenin results in adenomyosis through epithelial–mesenchymal transition. Using transcriptomic and ChIP-seq analysis, we identified activation of TGF-β signaling in the uteri of mutant mice that expressed dominant stabilized β-catenin in the uterus. There was a strong positive correlation between β-catenin and TGF-β2 proteins in women with adenomyosis. Furthermore, treatment with pirfenidone, a TGF-β inhibitor, increased E-cadherin expression and reduced cell invasiveness in Ishikawa cells with nuclear β-catenin. Our results suggest that β-catenin activates TGF-β-induced epithelial–mesenchymal transition in adenomyosis. This finding describes the molecular pathogenesis of adenomyosis and the use of TGF-β as a potential therapeutic target for adenomyosis.

## Uterine disease: Regulatory pathways identified

A regulatory link between two proteins involved in the progression of a debilitating uterine condition highlights a potential therapeutic target. Adenomyosis involves the invasion of cells from the inner lining of the uterus (the endometrium) into the uterine muscle wall (the myometrium), resulting in heavy, prolonged periods and chronic pain. The aberrent activation of a protein called β-catenin triggers adenomyosis, but the precise mechanisms are unclear. A team led by Jung-Ho Shin at the Korea University Medical Center, Seoul, South Korea, and Jae-Wook Jeong, Michigan State University, Grand Rapids, USA, used sequencing techniques in mice and human tissue samples to identify the pathways governed by β-catenin in adenomyosis. They found that the *Tgf-β2* gene is directly regulated by β-catenin in the uterus. TGF-β2 levels were elevated in human adenomyosis lesions, suggesting the protein could be a therapeutic target.

## Introduction

Adenomyosis is a common benign heterogeneous gynecological disorder defined by the presence of endometrial glandular and stromal tissue found in the myometrium^1,2^. Adenomyosis is diagnosed in 10 to 66% of women at the time of hysterectomy^3^. It is systematically associated with menorrhagia, dysmenorrhea, chronic pelvic pain and dyspareunia^4,5^, and can interfere with embryo implantation and cause subfertility^6,7^. Currently, adenomyosis is more frequently diagnosed in infertile patients by transvaginal ultrasonography and magnetic resonance imaging^8^. However, early diagnosis of adenomyosis is difficult because of the absence of pathogenomic symptoms and biomarkers. Therefore, most women are not diagnosed until later stages of the disease, and severely symptomatic women who do not respond to pharmacological therapy require invasive surgical intervention (hysterectomy). It has been suggested that adenomyosis is an ovarian steroid hormone-dependent disorder resulting from high estrogen levels unopposed by progesterone, similar to endometriosis, endometrial hyperplasia, and endometrial cancer^9,10^. However, the precise etiology and pathophysiology of adenomyosis is still unknown.

Studies using animal models in many different species, including mice, rats, rabbits, dogs, cats, and nonhuman primates, have provided insight into this disease^11^. Indeed, there have been several studies in mice using hormonal treatment that have shown an increased incidence of adenomyosis^12–14^. Nevertheless, the molecular mechanism for the development and progression of adenomyosis is still unclear. Mice with uterine conditional activation of β-catenin (*Pgr*^*cre/+*^*Ctnnβ*^*f(ex3)/+*^) develop adenomyosis^15^. *Pgr*^*cre/+*^*Ctnnb1*^*f(Ex3)/+*^ mouse has stabilization of β-catenin in *Pgr*-expressing cells and is a useful mouse model to determine the effect of constitutive activation of β-catenin in the mouse uterus^16^. Our previous data showed that *Pgr*^*cre/+*^*Ctnnb1*^*f(ex3)/+*^ mice exhibited infertility, hormone insensitivity, and endometrial glandular hyperplasia^16^. Although the *Pgr*^*Cre*^ mouse shows Cre recombinase activity in the pituitary, ovary, and mammary glands, *Pgr*^*cre/+*^*Ctnnb1*^*f(ex3)/+*^ mice revealed normal ovarian functions and did not develop breast cancer. Therefore, it is a useful model system to investigate the genetic and molecular events involved in the transition from normal uterine structure to adenomyosis.

β-catenin has a dual function, regulating both the coordination of cell–cell adhesion and gene transcription, depending on its localization in the cell. At the plasma membrane, β-catenin is a component of the E-cadherin-catenin unit, where it maintains cell differentiation and normal tissue architecture. β-catenin nuclear translocation depends on Wnt signaling, and nuclear β-catenin can act as a transcriptional activator to regulate the transcription of target genes responsible for cell proliferation and differentiation^17^. The Wnt/β-catenin pathway is important in tissue differentiation during embryonic development and tissue homeostasis and function in adults. In the absence of Wnt signaling, β-catenin is degraded by the β-catenin destruction complex, including adenomatous polyposis coli (APC) and glycogen synthase kinase 3β (GSK-3β)^18–21^. Mutations and excessive activation of β-catenin are associated with many cancers, including hepatocellular carcinoma, colorectal carcinoma, lung cancer, malignant breast tumors, and ovarian and endometrial cancer^22,23^, as well as epithelial–mesenchymal transition (EMT)^24,25^.

EMT is a biological process by which epithelial cells lose cell polarity and cell adhesion and gain migratory and invasive properties to become mesenchymal cells^25^. EMT is important for several developmental processes, including embryogenesis, organ fibrosis, and wound healing^26,27^. EMT is also critical in the initiation of metastasis for cancer progression^28^, as well as in uterine diseases such as adenomyosis, endometriosis, and endometrial cancer^15,29,30^. Serum estrogen levels are negatively correlated with E-cadherin expression levels in the epithelial components of the eutopic endometrium and adenomyotic lesions compared to controls^30^. EMT is initiated by a number of transcription factors, including Snail, Slug, Twist, ZEB1, and SIP1, via the repression of E-cadherin expression^31^. Furthermore, EMT is induced or regulated by growth and differentiation factors such as TGF-β^32^. Crosstalk between TGF-β/Smad signaling and Wnt/β-catenin signaling is important in developmental and pathological events^33,34^. TGF-β signaling influences the Wnt pathway by regulating the activity of β-catenin through the interaction of activated Smad complexes with APC/GSK-3β, β-catenin, and TCF/LEF1^34,35^. In the context of EMT, Smad2 and Smad4 form a complex with LEF1 and suppress the expression of E-cadherin by binding to the E-cadherin promoter. These complexes induce the expression of the mesenchymal markers vimentin and fibronectin^36^.

In this study, we performed transcriptomic and ChIP-seq analyses under in vivo conditions of aberrant β-catenin activation to identify genome-wide β-catenin targets in the mouse uterus. We found that *Tgf-β2* is directly regulated by activated β-catenin in the murine uterus. The levels of TGF-β2 were higher in endometrial epithelial cells of human adenomyosis lesions and the corresponding eutopic endometrium than in control women. Furthermore, we found a positive correlation between β-catenin and TGF-β2 proteins in the endometrium from women with and without adenomyosis. These results suggest that TGF-β2 plays a critical role in adenomyosis development as a direct target of β-catenin.

## Materials and methods

### Animals and tissue collection

Mice were maintained in the designated animal care facility according to Michigan State University’s institutional guidelines. All animal procedures were approved by the Institutional Animal Care and Use Committee of Michigan State University. Uterine tissues were collected from control (*Pgr*^*cre/+*^ and *Ctnnb1*^*f(ex3)/+*^) and mutant (*Pgr*^*cre/+*^*Ctnnb1*^*f(ex3)/+*^) mice^16,37^. Uterine tissues were immediately frozen at the time of dissection and stored at −80 °C for RNA extraction and ChIP analysis or fixed with 4% (v/v) paraformaldehyde for histology and immunostaining analysis.

### Human adenomyosis samples

Human adenomyosis samples were obtained from Korea University Guro Hospital of Biobank with the approval guidelines instituted by the Institutional Review Boards of Korea University. Written informed consent was obtained from all participants. Adenomyosis tissue samples with their corresponding eutopic endometrium were collected from surgical hysterectomy specimens. Controls were regularly cycling premenopausal women undergoing an endometrial hysterectomy for benign conditions with no history or evidence of adenomyosis, who were documented not to be pregnant and who had not been on hormonal therapies for at least 3 months before tissue sampling. Histologic dating of endometrial samples was performed based on the criteria of Noyes^38^. Eutopic endometrium (4 proliferative and 4 secretory phases) and adenomyosis lesion (15 proliferative and 15 secretory phases) samples were from women with adenomyosis, and control endometrium (*n* = 8 proliferative and *n* = 13 secretory) samples were from women without adenomyosis. Samples used for immunostaining were fixed in 10% buffered formalin prior to embedding in paraffin wax.

### RNA isolation and microarray analysis

Total RNA was extracted using the RNeasy Total RNA Isolation Kit (Qiagen, Valencia, CA, USA). RNA was pooled from the uteri of 3 mice per genotype at 1 month of age. All RNA samples were analyzed with a Bioanalyzer 2100 (Agilent Technologies, Wilmington, DE, USA) before microarray hybridization. Microarray data analysis was performed as previously described^39^. Microarray data are deposited in the Gene Expression Omnibus (GEO) database, with accession number GSE88911. Differentially expressed genes were classified according to canonical pathway analysis by Ingenuity System Software (Ingenuity Systems Inc., Redwood City, CA, USA).

### Chromatin immunoprecipitation sequencing (ChIP-seq) analysis

β-catenin and input ChIP were performed by Active Motif, Inc. (Carlsbad, CA, USA) on control and mutant mouse uteri at 1 month of age. ChIP and input DNA were amplified using the Illumina ChIP-Seq DNA Sample Prep Kit (Illumina, San Diego, CA, USA). DNA libraries were sequenced by Illumina’s Hi-Seq Sequencing Service. The sequences were aligned to the mouse genome (NCBI Build 37, July 2007). Alignments were extended in silico (using Active Motif software) at their 3′ ends to a length of 150–250 bp and assigned to 32-nucleotide bins along the genome. Peak locations were determined by applying a threshold of 18 (five consecutive bins containing 18 aligns) and storing the resulting intervals in Browser Extensible Data (BED) files (BED, Affymetrix TAS software). These files were analyzed using Genpathway proprietary software that provides comprehensive information on genomic annotation, peak metrics, and sample comparisons for all peaks (intervals). The model-based analysis of the ChIP-Seq (MACS^40^) peak-finding algorithm was used to normalize ChIP against the input control. Genes associated with intervals were assessed using three increasingly less stringent requirements; if it was within 10, 25, or 50 kb upstream or downstream of a gene, it was counted. Sequence conservation to identify phastCons scores, analysis of enriched motifs, and cis-regulatory element annotation system (CEAS) were performed using the Cistrome Analysis Pipeline software (http://cistrome.org/ap/root) under default settings^41^. Ingenuity Systems Pathway Analysis software (http://www.ingenuity.com/products/ipa) was used for gene functional annotations.

### ChIP assays

ChIP assays were performed in the uteri of control and mutant mice at 4 weeks of age as previously described^39^. Briefly, for each ChIP reaction, 100 μg of chromatin was immunoprecipitated by 4 μg of antibodies against β-catenin (610154; BD Biosciences, San Jose, CA, USA). Eluted DNA was amplified with specific primers using SYBR Green Supermix (Bio-Rad Laboratories, Inc., Hercules, CA, USA). The β-catenin-binding site (CBS) for the ChIP assay was determined by ChIP-seq, and primers for quantitative reverse transcription PCR (RT-qPCR) were designed to query the β-catenin intervals on *Tgf-β2*. One negative control (NC) site on the *Tgf-β2* gene was designed in an area where no enrichment of β-catenin was observed in mutant mouse uteri. The PCR primers were as follows: CBS (forward: 5′-GTTACCGAGGGGCAGAATGC-3′; reverse: 5′-GGGGGTCATCATACAAGGCA-3′) and negative control (NC; forward: 5′-CCGGAGCTCCTCAGATCCAC-3′; reverse: 5′-TGGATCCCTCTCCATCCCAC-3′). The resulting signals were normalized to input activity.

### Quantitative real-time PCR Analysis

Complementary DNA was produced from 1 μg of total RNA using random hexamers and MMLV Reverse Transcriptase (Invitrogen Corp., Carlsbad, CA, USA). Real-time PCR was performed using an RT-PCR SYBR Green detection system (Bio-Rad, Hercules, CA, USA) according to the manufacturer’s instructions (PE Applied Biosystems, Foster City, CA, USA). mRNA quantities were normalized against the housekeeping gene *Rpl7* RNA. The sequences of the primers used for mouse *Tgf-β2* were 5′-TAAAATCGACATGCCGTCCC-3′ and 5′-GAGACATCAAAGCGGACGAT-3′ and for mouse *Rpl7* were 5′-TCAATGGAGTAAGCCCAAAG-3′ and 5′-CAAGAGACCGAGCAATCAAG-3′.

### Immunohistochemistry and immunofluorescence analysis

Immunohistochemistry and immunofluorescence analyses were performed as previously described^42^. Uterine sections from paraffin-embedded tissues were preincubated with 10% normal serum in phosphate-buffered saline (PBS) and incubated with anti-TGF-β2 (ab36495; Abcam, Cambridge, MA, USA), anti-E-cadherin (610181; BD Bioscience, San Jose, CA, USA), anti-F4/80 (nbp2-12506; Novus, Littleton, CO, USA), anti-CD68 (SC-5474; Santa Cruz Biotechnology, Santa Cruz, CA, USA), anti-CD4 (SC-1140; Santa Cruz Biotechnology, Santa Cruz, CA, USA), and anti-vimentin (ab92547; Abcam, Cambridge, MA, USA and SC-6260; Santa Cruz Biotechnology, Santa Cruz, CA, USA) antibodies in 10% normal serum in PBS. On the following day, sections were washed in PBS and incubated with a secondary antibody (Vector Laboratories, Burlingame, CA, USA) for 1 h at room temperature. Immunoreactivity was detected using the Vectastain Elite DAB Kit (Vector Laboratories). Images were captured with a confocal microscope (510 NLO confocal microscope; Carl Zeiss, Thornwood, NY, USA).

### Cell culture and transient transfections

Cells from the Ishikawa uterine endometrial epithelial cell line (endometrial adenocarcinoma) were cultured in DMEM/F12 medium (Gibco, Grand Island, NY, USA) supplemented with 10% fetal bovine serum (FBS; Gibco, Grand Island, NY, USA) and 1% penicillin streptomycin (Gibco, Grand Island, NY, USA). Cells were cultured in monolayers at 37 °C in 5% CO_2_. Transient transfection of the exon 3-deleted β-catenin vector^21^ into Ishikawa cells was performed using Lipofectamine 2000 (Invitrogen Crop., Carlsbad, CA, USA).

### Western blot analysis

Western blot analyses were performed as described previously^43^. Samples, which were lysed in buffer containing 150 mM NaCl, 10 mM Tris-HCl (pH 7.4), 2.5 mM EDTA, 0.125% Nonidet P-40 (v/v), and protease inhibitors, were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis and transferred to polyvinylidene difluoride membranes (Millipore, Bedford, MA, USA). Membranes were probed with anti-β-catenin (610154; BD Biosciences, San Jose, CA, USA), anti-TGF-β2 (ab36495; Abcam, Cambridge, MA, USA), anti-E-cadherin (610181; BD Biosciences, San Jose, CA, USA), anti-vimentin (SC-6260; Santa Cruz Biotechnology, Santa Cruz, CA, USA), and anti-actin (SC-1615; Santa Cruz Biotechnology, Santa Cruz, CA, USA) antibodies. Immunoreactivity was visualized by autoradiography.

### Invasion assay

For the transwell invasion assay, post-transfected cells (24 h) were trypsinized and seeded at a density of 2.5 × 10^5^ per 200 μl serum-free culture medium into the insert chamber of a BioCoat (24-well insert; pore size, 8 μm; BD Biosciences, San Jose, CA, USA). The cells were incubated at 37 °C in 5% CO_2_ for 48 h, and noninvading cells were removed with a cotton swab. Invading cells on the lower surface of the membrane were fixed with 100% methanol and stained with 1% crystal violet (Sigma-Aldrich, St. Louis, MO, USA). Stained cells were observed using fluorescence microscopy (Nikon Instruments Inc., Melville, NY, USA) using software from NIS Elements, Inc. (Nikon, Melville, NY, USA).

### Statistical analysis

Statistical analyses were performed using Student’s *t*-test for data with only two groups or analysis of variance (ANOVA) for data containing more than two groups, followed by Tukey’s post hoc test for multiple comparisons using Instat (GraphPad, San Diego, CA, USA). *p* < 0.05 was considered statistically significant.

## Results

### Integrated approach to identify β-catenin-regulated genes for adenomyosis development

Our previous study showed that adenomyosis developed in mice with uterine-specific β-catenin activation^15^. An integrated bioinformatics approach combining chromatin immunoprecipitation sequencing (ChIP-seq) and transcriptomic analysis was applied to identify direct target genes of β-catenin in the uterus of control (*Pgr*^*cre/*+^ and *Ctnnb1* ^*f(ex3)/*+^) and mutant (*Pgr*^*cre/*+^ *Ctnnb1* ^*f(ex3)/*+^) mice at 4 weeks of age. To determine the β-catenin cistrome in the uterus, ChIP-seq results were used to create a genome-wide profile of in vivo β-catenin-binding sites in control and mutant mice. More than 20 million tags of each sample were mapped to unique locations in the mouse genome. A model-based analysis peak-finding algorithm was used to normalize immunoprecipitated chromatin against input with a value of *p* = 1 × 10^−7^ (<1% false-discovery rate). This high-confidence cutoff produced 2092 intervals in the control uterine samples and 3524 intervals in the mutant uterine samples. A total of 606 β-catenin-bound intervals were in common between the control and mutant uteri. This approach identified 2918 binding target sites unique to the mutant uterus that are potential β-catenin target genes in the mutant mice (Supplementary Table S1).

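Uterine RNA of 3 control and 3 mutant samples was hybridized to 6 Affymetrix mouse arrays, on which sets of short probes read each transcript. In the mutant, Cre made from the Pgr gene removes exon 3 of Ctnnb1 in cells that express Pgr, and the β-catenin that remains escapes degradation. The control mice are Pgr(cre/+) and Ctnnb1 f(ex3)/+ in the paper, while the sample labels call them wild type. The mice were 4 weeks old by the labels and the results, and 1 month old by the methods. The methods state that RNA was pooled from the uteri of 3 mice per genotype. It is therefore not settled whether the 3 arrays of a group hold separate animals. The p-values measure only the spread between these arrays, which may be technical in part or, for the mutant group, in whole. The deposited values are intensities per probe set on a linear scale. The submitters' processing notes name RMA, a method that summarizes the probes of a set after background correction and quantile normalization, with no version given in the sources used here. The values ran from 1.99 to 10886.56, with a median between 7.23 and 7.42 on each array, and log2 was taken of them. Of 45037 probe sets, 34945 carried 1 gene symbol and gave 18193 genes, each read by its brightest probe set and tested with limma. The gene lists, the rule for named genes and all alternatives but 1 were set before the data were examined. No detection calls were used, and 62.3 to 62.6% of probe sets lay below an intensity of 16 on each array, where changes may be understated. The number of arrays limits the precision. Pearson's r across probe sets, which are not independent replicates, was 0.991 to 0.996 between control arrays, 0.993 to 0.994 between mutant arrays and 0.975 to 0.987 between the groups. Mutant replicate 1 lay nearest to the controls, with a mean log2 change of 0.73 over the differentially expressed genes, signed by their direction, against 0.99 and 0.91 in mutant replicates 2 and 3. Control replicate 2 had low cell cycle transcripts, with a mean log2 intensity of 4.36 over 32 genes against 6.27 and 6.36 in control replicates 1 and 3. The mean of 16 adipocyte markers was 5.89, 6.06 and 5.11 in control replicates 1 to 3. These differences argue against the 3 control arrays being repeats of 1 RNA sample. They do not show separate animals, and they do not cover the mutant arrays. Ctnnb1 had log2 intensities of 11.51, 11.54 and 11.53 in control replicates 1 to 3 and of 11.72, 11.92 and 11.93 in mutant replicates 1 to 3. This is a log2 fold change of 0.33 (standard error 0.09, adjusted p = 0.0498 from limma). The call was lost on leaving out any array but mutant replicate 1 (log2 fold changes of 0.29 to 0.33, adjusted p of 0.106 to 0.155), with arrays centred on their medians and with the replicate number as a block. With all probe sets adjusted together, this Ctnnb1 probe set did not pass (adjusted p = 0.0634 from limma). The other Ctnnb1 probe sets were then at 0.37 (adjusted p = 0.0981) and 0.74 (adjusted p = 0.0133), so only the dimmest was called higher. Whether the Ctnnb1 probes lie in exon 3 is not given in the sources used here, so these values check nothing about the deletion.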

Next, our transcriptomic analysis identified 2079 genes (fold change >1.5 and *p* < 0.05) as differentially expressed in the uteri of mice with uterine-specific β-catenin activation compared to controls. Of the 2079 genes, 1103 were increased, and 976 genes were decreased (Supplementary Table S2). 

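In the mutant uterus, 1021 genes were higher and 1157 were lower than in the control at an adjusted p under 0.05 from limma. At a fold change above 1.5 and an unadjusted p under 0.05, 744 genes were higher and 757 were lower. Pnliprp1, which encodes a relative of pancreatic lipase, rose by 6.59 on the log2 scale (standard error 0.32, adjusted p = 9.6e-05), and its relative Pnliprp2 rose by 5.33 (standard error 0.37). Gzmd and Gzmg, granzymes found in the granules of uterine natural killer cells, rose by 5.18 and 5.12 (standard errors 0.31 and 0.41), and near-identical granzyme genes may share their probes. Igfbp2, a binding protein of insulin-like growth factors, rose from 2.41 ± 0.32 to 7.38 ± 0.43 (log2 intensity, SD, n = 3 arrays each). Of the genes that fell, Ccl11, the chemokine that attracts eosinophils, had a log2 fold change of -2.98 (standard error 0.34, adjusted p = 0.00237). Igha, the constant region of the IgA heavy chain, had a log2 fold change of -2.81 (standard error 0.45, adjusted p = 0.00869). Slc26a7, an anion transporter, had a log2 fold change of -5.17 (standard error 1.13, adjusted p = 0.0262), with log2 intensities of 8.73 to 9.18 in the controls, 6.83 in mutant replicate 1, and 2.19 and 2.16 in mutant replicates 2 and 3. Its call was lost on leaving out any array but mutant replicate 1 (log2 fold changes of -5.26 to -4.39, adjusted p of 0.0659 to 0.0957). Of 19 macrophage markers, 6 were higher, none was lower and 13 did not pass the test (8 higher when adjusted over the list alone), and the list shifted upward in limma's camera test (adjusted p = 8.4e-06, and adjusted p = 0.166 with an estimated correlation). Of 16 adipocyte markers, 5 were higher, none was lower and 11 did not pass (11 higher when adjusted over the list alone; camera adjusted p = 9.9e-06, and adjusted p = 0.575 with an estimated correlation). This list was set to follow fat of the mesometrium, a ligament of the uterus. Fat kept at dissection may account for its shift, which was not tested. Without control replicate 2 and mutant replicate 1, an alternative chosen after seeing the data, 759 genes were higher and 773 were lower. The counts were 480 higher and 372 lower without control replicate 1, and 580 and 493 without mutant replicate 2, and the lower count was 682 without control replicate 2 and 760 without mutant replicate 3. With the spread estimated for each gene alone, 105 genes were higher and 39 were lower.

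**Figure D1:**
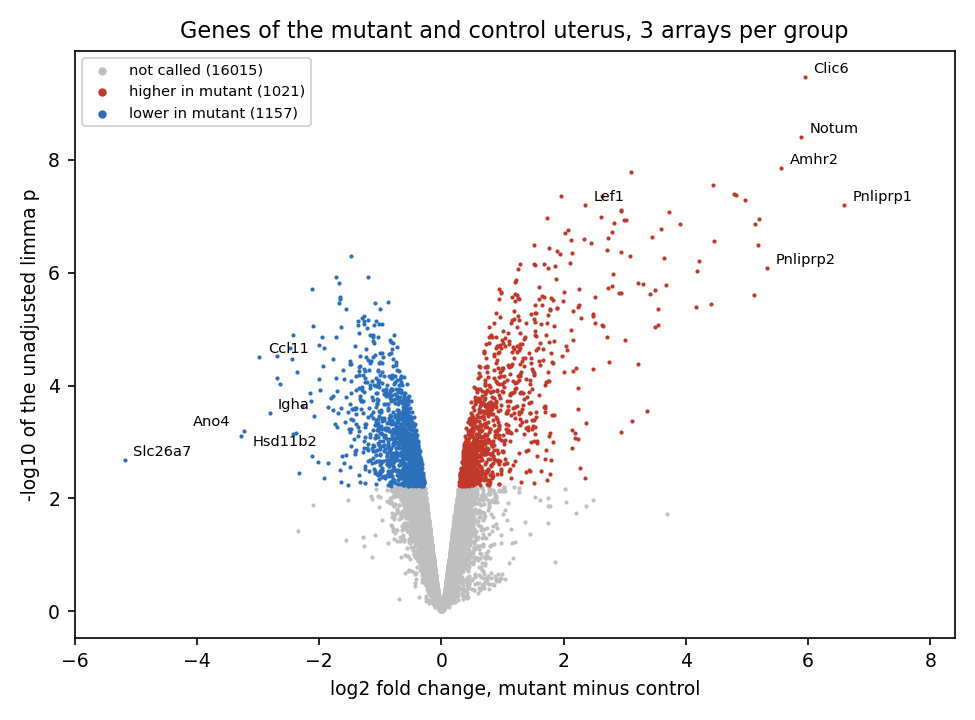
Each point is 1 of 18193 genes, with the log2 fold change of mutant over control on the x axis and -log10 of the unadjusted limma p on the y axis; red points are the 1021 higher and blue points the 1157 lower genes. The labelled genes are Lef1 and the 5 named genes with the largest change each way.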

Functional annotation was performed to determine candidate β-catenin-regulated pathways for adenomyosis development using Ingenuity Systems Pathway Analysis. 

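Of 34 measured target genes of Wnt/β-catenin signaling, 18 were higher in the mutant uterus, 2 were lower and 14 did not pass the test (21 higher and 2 lower when adjusted over the list alone). Notum, a secreted enzyme that inactivates Wnt proteins, rose by 5.88 on the log2 scale (standard error 0.20, adjusted p = 3.6e-05 from limma). Wif1, a secreted inhibitor that binds Wnt proteins, rose by 4.21 (standard error 0.28), and Lef1, a transcription factor that binds β-catenin, by 2.35 (standard error 0.11). Myc and Jag1, named after their values were seen, were the 2 lower members, at -0.66 and -0.45. The list's median log2 fold change was 0.78 (camera adjusted p = 1.7e-11, and adjusted p = 0.168 with an estimated correlation). The median was 0.32 with the mean of each gene's probe sets and 0.28 over all probe sets. Of 66 Wnt pathway components, 12 were higher, 10 were lower and 44 did not pass (13 and 11 when adjusted over the list alone). Wnt16, a Wnt ligand, rose by 2.81 (standard error 0.20), and Frzb, a secreted Wnt antagonist, by 1.46 (standard error 0.22), while Wnt7a, a ligand of the uterine epithelium, had a log2 fold change of -1.71 (standard error 0.24, adjusted p = 0.00531). The median of these components was -0.03 and their mean -0.01, while camera's direction was upward (adjusted p = 0.994). Among 39 genes of embryonic stem cell pluripotency, 5 were higher, 6 were lower and 28 did not pass (5 and 7 when adjusted over the list alone), with a median of -0.03 (camera adjusted p = 0.662). S1pr1, a receptor of sphingosine 1-phosphate, rose by 1.33 (standard error 0.14), and Fgfr3, a fibroblast growth factor receptor, by 1.30 (standard error 0.21). Sphk1, the kinase that makes sphingosine 1-phosphate, had a log2 fold change of -1.44 (standard error 0.24, adjusted p = 0.0102), a call lost without control replicate 1 (-1.37, adjusted p = 0.0503). Sox2, a pluripotency transcription factor, rose by 1.63 (standard error 0.39, adjusted p = 0.0343), a call lost without any 1 control replicate or without mutant replicate 1 (1.53 to 1.70, adjusted p of 0.0654 to 0.102) and with a floor of 16. Among 23 hedgehog genes of basal cell carcinoma signaling, 5 were higher, none was lower and 18 did not pass (6 higher and 3 lower when adjusted over the list alone). The ligands Shh and Ihh rose by 4.44 (standard error 0.19, adjusted p = 8.9e-05) and 2.48 (standard error 0.30), and Hhip, a hedgehog-binding protein induced by the pathway, by 2.05 (standard error 0.22). The receptor Ptch1, also induced by it, rose by 0.92 (standard error 0.20, adjusted p = 0.0262), a call lost without control replicate 1, mutant replicate 2 or mutant replicate 3 (0.89 to 0.92, adjusted p of 0.0736 to 0.0934) and with the mean of each gene's probe sets (0.43, adjusted p = 0.0557). Gli1, a transcription factor also induced by it, and its relative Gli2, both named after their values were seen, had log2 fold changes of -0.10 (adjusted p = 0.761) and -0.45 (adjusted p = 0.0721, and 0.0344 over the list alone). The list had a median of 0.08 and a camera adjusted p of 0.049 (adjusted p = 0.353 with an estimated correlation), and it passed in 6 of 18 alternative settings.

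**Figure D2:**
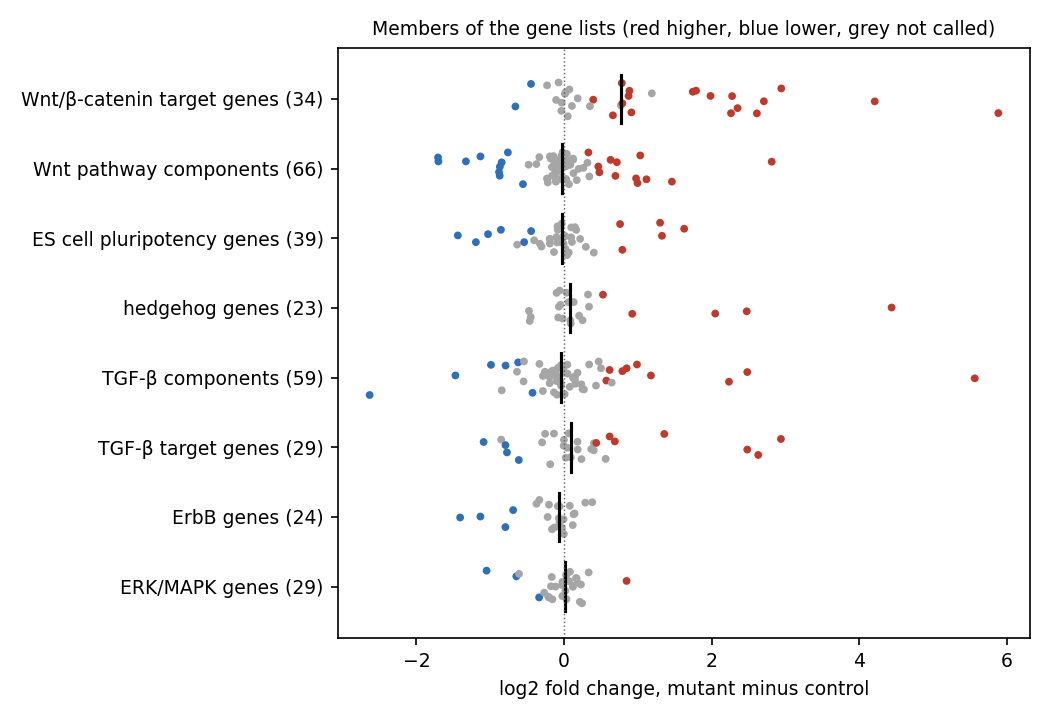
Each point is a gene of the list named on the y axis, with the number of measured members in brackets, at its log2 fold change of mutant over control on the x axis; red is higher, blue lower and grey not called by limma, and black bars are list medians. The bar of the Wnt/β-catenin target genes stands at 0.78, and those of the other 7 lists lie between -0.07 and 0.09.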

Candidate β-catenin-activated pathways were involved in Wnt/β-catenin, embryonic stem cell pluripotency, basal cell carcinoma signaling, and TGF-β signaling. From comparison of the ChIP-seq and microarray results, we identified 318 genes that not only contain β-catenin-binding sites but also exhibit altered expression in the uterus of mutant mice compared with controls (Fig. 1a; yellow). Of the 318 genes, 189 were increased, and 129 genes were decreased in mutant mice compared to controls (Supplementary Table S3).

**Fig. 1:**
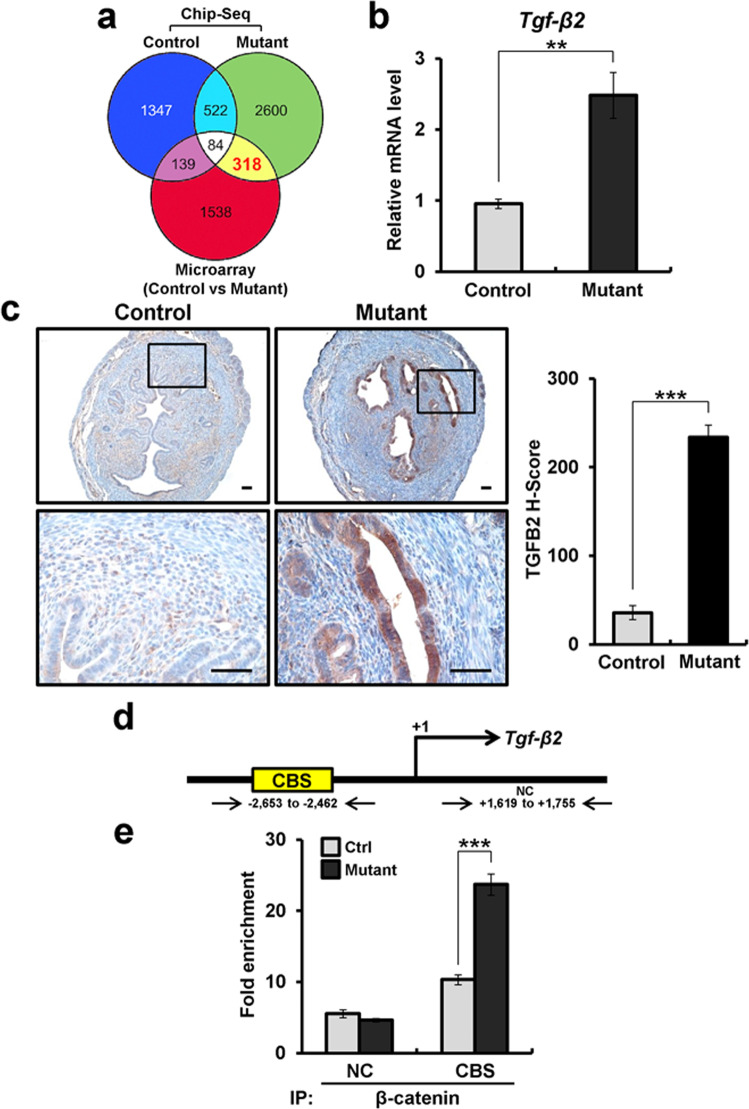
Identification of *Tgf-β2* as a target gene of β-catenin in the murine uterus. **a** Venn diagram illustrating the overlap between nonredundant genes bound by β-catenin as determined by ChIP-seq and those genes regulated by β-catenin by transcriptomic analysis (>1.5-fold) in control and mutant mouse uteri. **b** Quantitative real-time PCR analysis of *Tgf-β2* in the uterus of control and mutant mice at 4 weeks of age (*n* = 3 per genotype). **c** Representative photomicrographs and histological score (H-score) of TGF-β2 immunohistochemical staining in uteri of control and mutant mice at 4 weeks of age (*n* = 5 per genotype). Scale bars represent 50 μm. **d** Map of the β-catenin-binding site (CBS) and negative control (NC) on the *Tgf-β2* promoter. **e** ChIP assay using the anti-β-catenin antibody on the *Tgf-β2* promoter in control and mutant mouse uteri at 4 weeks of age (*n* = 3). The results represent the mean ± SEM. **p < 0.01 and ***p < 0.001.

### *Tgf-β2* is a direct target gene of β-catenin in the uterus

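Of 59 measured components of TGF-β superfamily signaling, 9 were higher in the mutant uterus, 6 were lower and 44 did not pass the test (14 higher and 10 lower when adjusted over the list alone). Amhr2, the receptor of anti-Müllerian hormone, rose by 5.56 on the log2 scale (standard error 0.22, adjusted p = 7.5e-05 from limma), and Thbs1, thrombospondin 1, which activates latent TGF-β, by 2.48 (standard error 0.22). Inhbb, a subunit of activin B and inhibin B, had a log2 fold change of -2.63 (standard error 0.35, adjusted p = 0.00443). The transcripts of Smad2, Smad3 and Smad4, which carry the signal to the nucleus, had log2 fold changes of 0.12, -0.02 and -0.19 (adjusted p = 0.442, 0.944 and 0.196). The components had a median of -0.04 and a mean of 0.12, and camera's direction was upward (adjusted p = 0.628). Of 29 target genes of TGF-β, 7 were higher, 4 were lower and 18 did not pass (10 and 6 when adjusted over the list alone), and 16 of the 29 also stand in another list. Cdkn1a, an inhibitor of the cell cycle, rose by 2.94 (standard error 0.15, adjusted p = 1e-04), Tnc, the matrix protein tenascin C, by 2.63 (standard error 0.25) and Id3, an inhibitor of DNA binding by transcription factors, by 1.36 (standard error 0.20). Fn1, fibronectin, had a log2 fold change of -0.79 (standard error 0.16, adjusted p = 0.018). The median of the targets was 0.09 (camera adjusted p = 0.0934, and adjusted p = 0.685 with an estimated correlation). The targets passed without control replicate 2 (median 0.17, camera adjusted p = 0.0337 at the preset correlation). The call of Fn1 was lost without control replicate 1 or 3 or mutant replicate 2 or 3 (-0.78 to -0.69, adjusted p of 0.0506 to 0.0746).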

Interestingly, the pathway analysis identified dysregulation of the TGF-β signaling pathway, and the ChIP-seq analysis identified β-catenin-binding sites at the promoter region of transforming growth factor beta 2 (*Tgf-β2*). It has been reported that TGF-β1 levels are elevated in uterine washings from patients with adenomyosis^44^, as well as in a mouse model of adenomyosis^45^. However, *Tgf-β1* expression was not altered in our transcriptomic analysis, and *Tgf-β3* was significantly decreased in the mutant mice compared to the controls (Supplementary Fig. S1). 

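Tgfb1 had a log2 intensity of 2.36 ± 0.13 in the control and 2.61 ± 0.13 in the mutant uterus (SD, n = 3 arrays each). Its log2 fold change of 0.25 (standard error 0.10, adjusted p = 0.176 from limma) did not pass the test, and its other probe set had a log2 fold change of 0.05. Both groups of Tgfb1 values lay below an intensity of 16, so a change could be understated. Tgfb3 fell from 6.60 ± 0.15 in the control to 5.98 ± 0.15 in the mutant uterus (SD, n = 3 arrays each), and each mutant array lay below each control array. The Tgfb3 log2 fold change was -0.62 (standard error 0.11, adjusted p = 0.0141 from limma), from the 1 probe set that carries its symbol. The call of Tgfb3 was lost without control replicate 1 (-0.56, adjusted p = 0.0648), without mutant replicate 2 (-0.57, adjusted p = 0.0563) and with the spread estimated for each gene alone (adjusted p = 0.102).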

TGF-β signaling has been shown to play an important role in EMT^35^. Therefore, we validated the transcriptomic and ChIP-seq analysis results for *Tgf-β2* in uterine tissue of control and mutant mice using RT-qPCR and ChIP analysis. 

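Tgfb2 rose from a log2 intensity of 6.81 ± 0.28 in the control to 7.65 ± 0.23 in the mutant uterus (SD, n = 3 arrays each), and each mutant array lay above each control array. The Tgfb2 log2 fold change was 0.85 (standard error 0.17, adjusted p = 0.0185 from limma), or 1.80-fold. Of its 4 probe sets, 3 were higher when all probe sets were adjusted together, at 0.85, 0.59 and 0.71, and the dimmest had a log2 fold change of 0.64 (adjusted p = 0.0864). The call of Tgfb2 was lost without control replicate 1 (0.74, adjusted p = 0.0733), without control replicate 3 (0.80, adjusted p = 0.0609) and without mutant replicate 2 (0.72, adjusted p = 0.0644). It was also lost with the spread estimated for each gene alone (adjusted p = 0.132). The paper gives the reported role of TGF-β signaling in EMT as its reason to follow the array and ChIP-seq results for Tgf-β2 with RT-qPCR and ChIP.

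**Figure D3:**
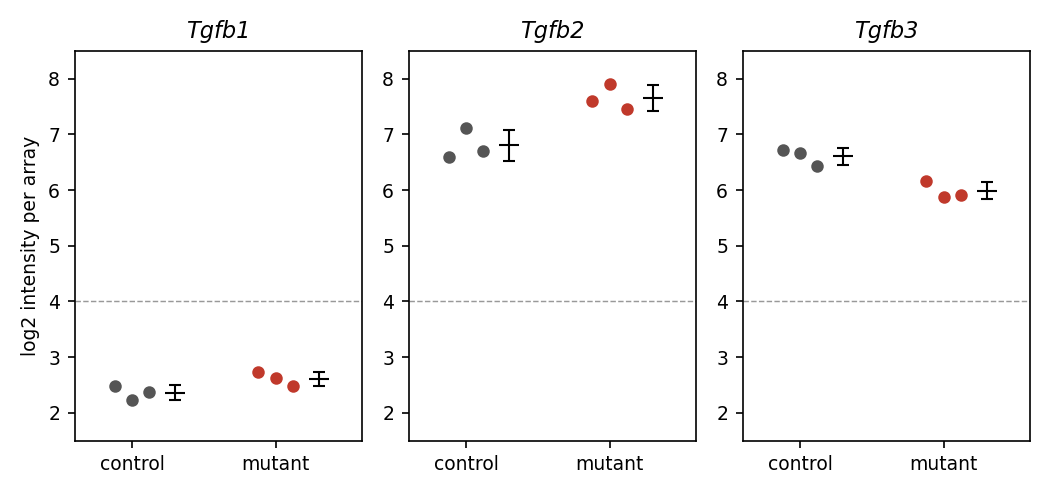
Each panel plots the log2 intensity of 1 ligand gene (y axis) for the 3 control (grey) and 3 mutant (red) arrays, with the mean and SD as black bars; the dashed line marks an intensity of 16. The mutant arrays lie above the control arrays for Tgfb2 and below them for Tgfb3, and the groups overlap for Tgfb1, under the dashed line.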

The expression of *Tgf-β2* mRNA was significantly increased in mutant mice compared to control mice at 4 weeks of age (Fig. 1b). Immunohistochemistry analysis showed that the mutant mouse uterus exhibited an increase in TGF-β2 in epithelial cells compared to control mice (Fig. 1c). Furthermore, the recruitment of stabilized β-catenin onto the promoter of *Tgf-β2* was also confirmed in the uterus of mutant mice by ChIP analysis (Fig. 1d, e). These results suggest that *Tgf-β2* is a direct target of β-catenin in the uterus and may play an important role in adenomyosis development.

To determine whether TGF-β2 expression is associated with EMT in the mutant uterus, we performed double immunofluorescence for TGF-β2 with E-cadherin (as an epithelial cell marker) and vimentin (as a mesenchymal cell marker) in the uteri of control and mutant mice at 4 weeks of age. The levels of TGF-β2 were higher in endometrial epithelial cells of mutant mice compared to the control, while E-cadherin levels were decreased in endometrial epithelial cells of mutant mice (Fig. 2a). The expression of vimentin was observed in some uterine epithelial cells of the mutant mice. The vimentin-positive epithelial cells also expressed TGF-β2 (Fig. 2b). Immunofluorescence with normal IgG was performed as a negative control (Supplementary Fig. S2). To determine whether the vimentin-positive cells were immune cells, we performed immunofluorescence for F4/80 and CD68, macrophage markers, and CD4, a T helper lymphocyte marker, with vimentin. The vimentin-positive epithelial cells were neither F4/80- and CD68- nor CD4-positive in the uterus of mutant mice (Supplementary Fig. S3). These results suggest that β-catenin targets TGF-β2 to mediate EMT for adenomyosis development.

**Fig. 2:**
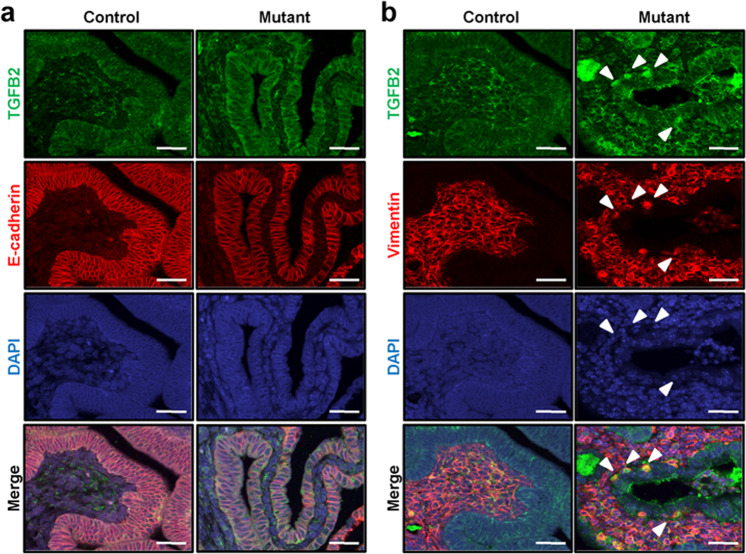
The expression of TGF-β2 and E-cadherin in the mutant mouse uterus. Immunofluorescence analysis of TGF-β2 and E-cadherin (**a**) or vimentin (**b**) in the uteri of control and mutant mice at 4 weeks of age (*n* = 5 per genotype). Nuclei were counterstained with DAPI. Arrowheads indicate TGF-β2- and vimentin-positive epithelial cells. Scale bars represent 50 μm.

### TGF-β2 overexpression in mice with β-catenin activation during adenomyosis development

While 2-month-old mutant mice do not show adenomyosis, the incidence of adenomyosis in 4- and 6-month-old mutant mice was 40% and 80%, respectively^15^. To determine whether TGF-β2 is dysregulated during adenomyosis development, we examined the level of TGF-β2 in the uteri of control and mutant mice at 2, 4, and 6 months of age using immunohistochemistry analysis. The levels of TGF-β2 were higher in endometrial epithelial cells of mutant mice at 2, 4, and 6 months of age compared to controls (Supplementary Fig. S4).

### Aberrant activation of TGF-β2 in eutopic endometrium and adenomyosis lesions from women with adenomyosis

To determine whether TGF-β2 overexpression is related to human adenomyosis, we examined the expression of TGF-β2 proteins in eutopic endometrium and adenomyosis lesions from women with adenomyosis using immunohistochemistry. TGF-β2 proteins were weakly detected throughout the menstrual cycle in human endometrial epithelial and stromal cells. However, the levels of TGF-β2 were significantly higher in epithelial cells of eutopic endometrium and adenomyosis lesions compared to control endometrium without adenomyosis at the proliferative phase as well as the secretory phase (Fig. 3).

**Fig. 3:**
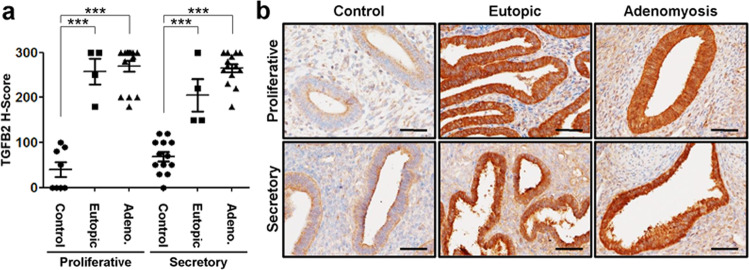
Overexpression of TGF-β2 in eutopic endometrium and adenomyotic lesions from women with adenomyosis. **a** Semiquantitative analysis of TGF-β2 levels in control endometrium from the proliferative (*n* = 8) and secretory (*n* = 13) phases and eutopic endometrium (*n* = 4 per phase) and adenomyotic lesions (*n* = 15 per phase) from the proliferative and secretory phases with adenomyosis analyzed by immunohistochemical H-score. The results represent the mean ± SEM. ***p < 0.001. **b** Representative photomicrographs of immunohistochemical staining of TGF-β2 in women endometrium with (eutopic and adenomyostic lesions) and without adenomyosis during the proliferative and secretory phases. Controls represent the endometrium from women with no history or evidence of adenomyosis. Eutopic refers to the endometrium, and adenomyosis refers to lesions from women with adenomyosis. Scale bars represent 50 μm.

Since TGF-β2 was identified as a direct target of β-catenin, we examined the relationship between β-catenin and TGF-β2 proteins in adenomyosis patients. The levels of β-catenin and TGF-β2 proteins were examined and compared in women with and without adenomyosis using immunohistochemistry. Semiquantitative analysis showed a significant positive correlation between β-catenin and TGF-β2 in endometrial epithelial cells (Spearman correlation coefficient *r* = 0.9136, *p* < 0.0001; Fig. 4a, b).

**Fig. 4:**
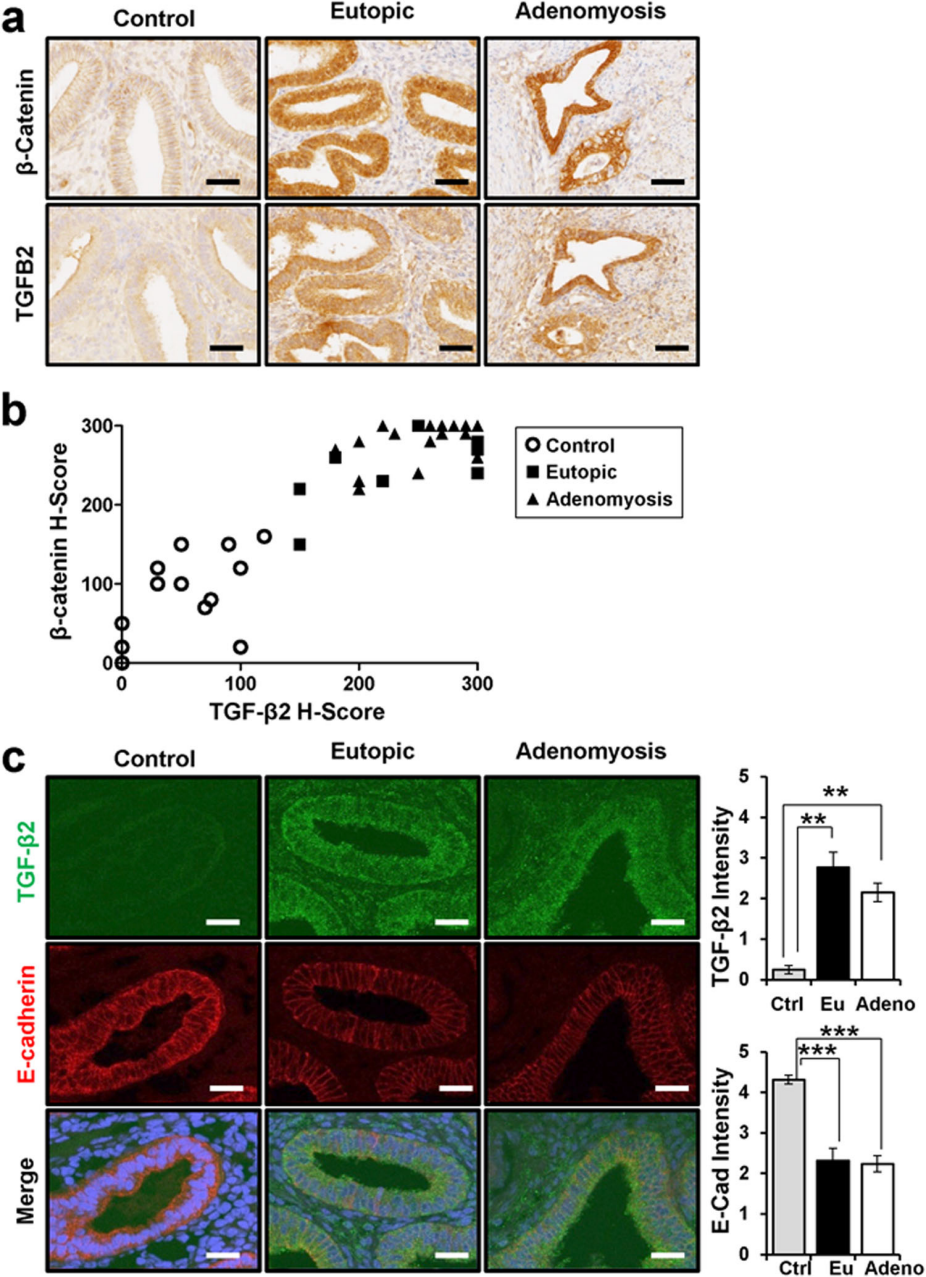
Positive correlation between TGF-β2 and β-catenin in the human endometrium with and without adenomyosis. **a** Representative photomicrographs of immunohistochemical staining of TGF-β2 and β-catenin in the endometrium of women with and without adenomyosis. **b** Correlation analysis of TGF-β2 and β-catenin in control (*n* = 14) and endometrial (*n* = 8) and adenomyotic lesions (*n* = 30) of adenomyosis based on immunohistochemistry results (correlation coefficient = 0.9136, *p* < 0.0001). **c** Immunofluorescence analysis and intensity quantification of TGF-β2 and E-cadherin in women endometrium without adenomyosis (*n* = 14) and endometrium (*n* = 13) and adenomyotic lesions (*n* = 29) of adenomyosis. Nuclei were counterstained with DAPI. Scale bars represent 50 μm. The results represent the mean ± SEM. **p < 0.01 and ***p < 0.001.

The expression of E-cadherin is lower in epithelial cells of eutopic endometrium and adenomyosis lesions of mutant mice as well as human adenomyosis patients^15^. Therefore, we examined the expression of TGF-β2 and E-cadherin using double immunofluorescence staining. Interestingly, eutopic endometrium and adenomyosis lesions from patients with adenomyosis showed higher levels of TGF-β2 and lower levels of E-cadherin compared to controls, similar to what was observed in the mutant mice (Fig. 4c). These results suggest that β-catenin-induced EMT contributes to adenomyosis development through TGF-β2.

### β-catenin leads to epithelial–mesenchymal transition in adenomyosis development through TGF-β2

To determine the molecular mechanisms of activated-β-catenin in the EMT process, exon 3-deleted β-catenin was expressed in Ishikawa cells using transient transfection. Exon 3-deleted β-catenin is not phosphorylated by GSK-3β and results in consistent stabilization of the protein, nuclear accumulation, and participation in signal transduction and transcriptional activation through complex formation with DNA binding proteins^21^. As expected, TGF-β2 levels gradually increased after exon 3-deleted β-catenin was expressed in Ishikawa cells. However, the expression of TGF-β1 was not altered in Ishikawa cells transfected with activated β-catenin. While the expression levels of SMAD2 and SMAD3 did not differ after β-catenin overexpression, the levels of pSMAD2 and pSMAD3 were increased in Ishikawa cells transfected with activated β-catenin. The expression of E-cadherin was decreased in Ishikawa cells with activated β-catenin. In contrast, the level of vimentin increased over time in Ishikawa cells with activated β-catenin (Fig. 5a, b).

**Fig. 5:**
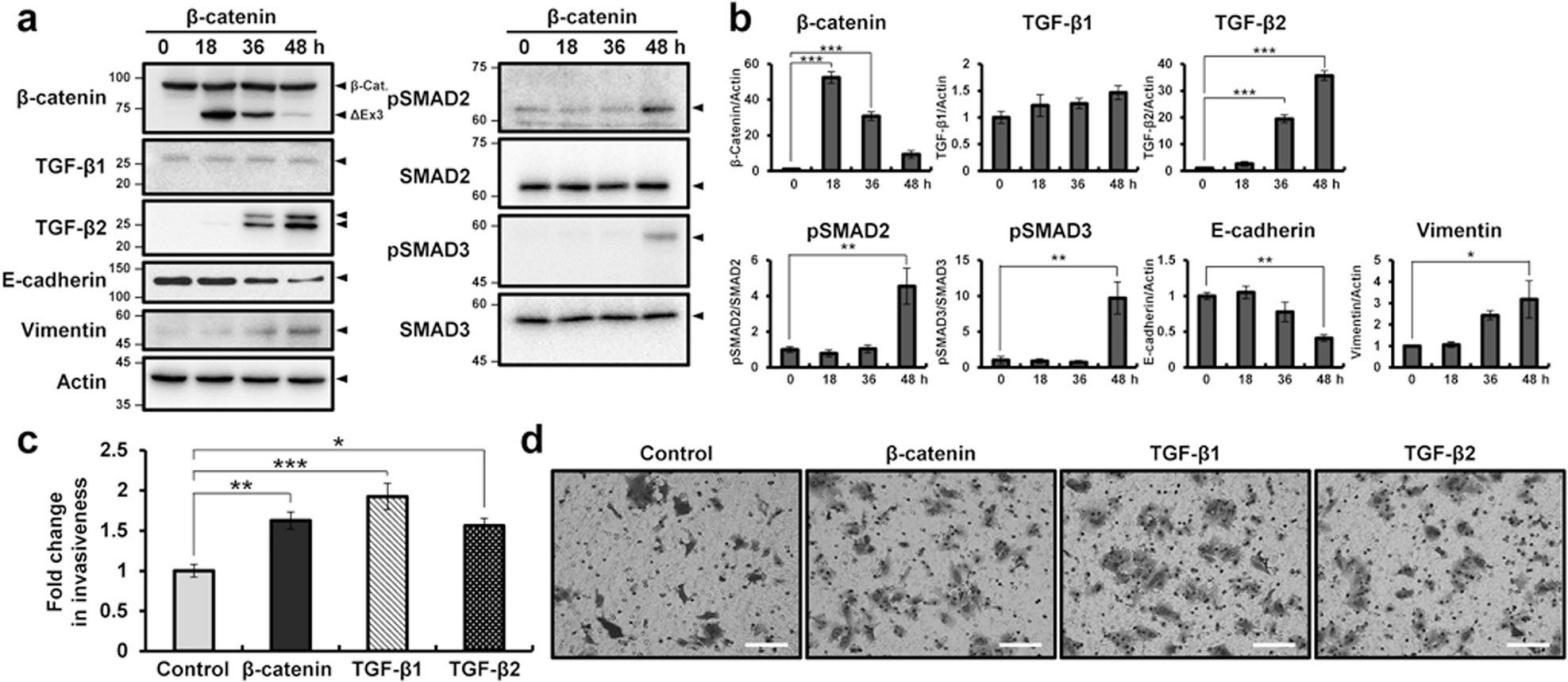
Increased TGF-β2 by β-catenin activation leads to EMT in adenomyosis development. **a** Western blot analysis of β-catenin, TGF-β2, E-cadherin, and vimentin in Ishikawa cells transfected with exon 3-deleted β-catenin vector for 0, 18, 36, and 48 h. Actin was used as a sample loading control. **b** Quantification of western blot results in Ishikawa cells transfected with exon 3-deleted β-catenin vector for 0, 18, 36, and 48 h (*n* = 3). **c** Quantification of invasion through the Matrigel and transwell membrane of Ishikawa cells transfected with control or exon 3-deleted β-catenin vector and treated with TGF-β1 or TGF-β2 (*n* = 5). **d** Representative results of transwell invasion assays of control or exon 3-deleted β-catenin vector-transfected and TGF-β1- or TGF-β2-treated Ishikawa cells. The results represent the mean ± SEM. *p < 0.05, **p < 0.01, and ***p < 0.001. Scale bars represent 100 μm.

EMT is a process in which epithelial cells acquire the characteristics of invasive mesenchymal cells^46^. Therefore, we examined the invasiveness of Ishikawa cells after β-catenin activation, as well as TGF-β1 and TGF-β2 treatment using a transwell invasion assay. The invasiveness of β-catenin-activated Ishikawa cells was increased by more than 1.7-fold compared to control cells, and the TGF-β1 and TGF-β2 treatments also elicited a higher infiltration rate compared to controls using Ishikawa cells (Fig. 5c, d).

We next examined whether EMT in β-catenin activation could be interrupted by inhibition of TGF-β using pirfenidone (5-methyl-1-2-[1H]-pyridone). After transfection of exon 3-deleted β-catenin, Ishikawa cells were treated with pirfenidone, and the levels of E-cadherin and invasiveness of Ishikawa cells were examined. The levels of E-cadherin in Ishikawa cells transfected with activated β-catenin were decreased at 48 h. However, pirfenidone treatment abrogated this effect (Fig. 6a, b). Furthermore, the invasiveness of Ishikawa cells following β-catenin activation was inhibited by pirfenidone treatment (Fig. 6c, d). The effect of pirfenidone was confirmed with two other TGF-β inhibitors, GW788388 and R268712 (Supplementary Fig. S5).

**Fig. 6:**
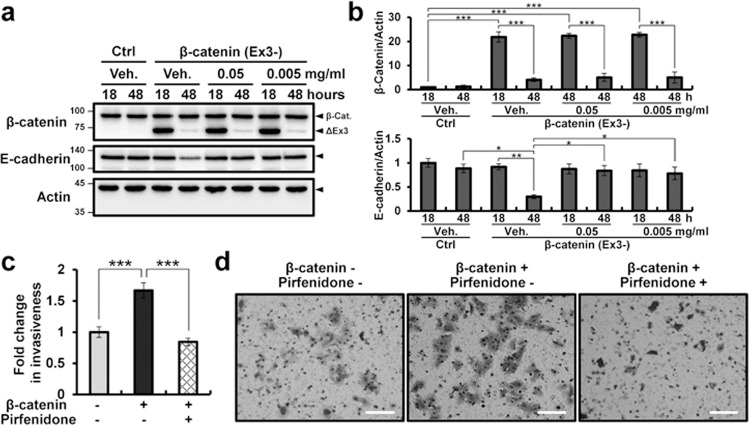
Decrease in the β-catenin-induced EMT process in Ishikawa cells by inhibition of TGF-β. **a** Western blot analysis of β-catenin and E-cadherin in control or exon 3-deleted β-catenin vector-transfected Ishikawa cells treated with or without pirfenidone for 18 and 48 h. Actin was used as a sample loading control. **b** Quantification of western blot results in the control or exon 3-deleted β-catenin vector-transfected Ishikawa cells treated with or without pirfenidone for 18 and 48 h (*n* = 3). **c** Quantification of invasion through the Matrigel and transwell membrane control or exon 3-deleted β-catenin vector-transfected Ishikawa cells treated with or without pirfenidone for 48 h (*n* = 5). **d** Representative results of transwell invasion assays of control or exon 3-deleted β-catenin vector-transfected Ishikawa cells treated with or without pirfenidone for 48 h. The results represent the mean ± SEM. *p < 0.05, **p < 0.01, and ***p < 0.001. Scale bars represent 100 μm.

## Discussion

This study represents the first comprehensive analysis of the β-catenin cistrome in the uterus, which is important due to β-catenin’s critical role in uterine development and function^16,47–49^, as well its pathological role in adenomyosis development^15^. The integrated uterine transcriptome and ChIP-seq analyses presented here define pathways governed by β-catenin during adenomyosis development. The present study found many candidate genes and pathways that are likely positively regulated by β-catenin in the development of adenomyosis in the mutant uterus. From the pathway analysis using Ingenuity Systems Software, we found altered pathways, including Wnt/β-catenin signaling, TGF-β signaling, embryonic stem cell pluripotency, basal cell carcinoma signaling, ErbB signaling, and ERK/MAPK signaling. 

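Of 24 measured ErbB ligands, receptors and adaptors, none was higher in the mutant uterus, 4 were lower and 20 did not pass the test (5 lower when adjusted over the list alone). The receptor Erbb3 had a log2 fold change of -1.13 (standard error 0.16, adjusted p = 0.00611 from limma), the receptor Erbb2 one of -0.69 (standard error 0.10), and Lrig1, which limits ErbB receptors, one of -1.41 (standard error 0.22). The median of the list was -0.07 (camera adjusted p = 0.129). Of 29 genes of the ERK/MAPK cascade and its feedback, 1 was higher, 3 were lower and 25 did not pass (1 and 4 when adjusted over the list alone). Spry2, a feedback inhibitor of the cascade, had a log2 fold change of -1.05 (standard error 0.16, adjusted p = 0.00709). Dusp4, a phosphatase that acts on MAP kinases, rose by 0.85 (standard error 0.18, adjusted p = 0.0237), a call lost without any 1 control replicate (0.76 to 0.92, adjusted p of 0.0609 to 0.0757) and with a floor of 16. The ERK/MAPK genes had a median of 0.02 and a mean of -0.04, and camera's direction was downward (adjusted p = 0.89).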

Future mechanistic studies will be needed to understand their biological roles in adenomyosis development.

The molecular mechanism for the development and progression of adenomyosis is still unclear, and an appropriate genetically modified mouse model has not yet been developed. Mice with uterine conditional activation of β-catenin were used to explore how the dysregulation of β-catenin signaling can lead to the development of adenomyosis. The major advantage of using such models is spontaneous adenomyosis development and the presence of an intact immune system, which is lost in xenotransplant models. Our animal model constitutes a novel model system that investigates the genetic and molecular events involved in the transition from normal uterine structure to adenomyosis.

As with any mouse model for human disease, the data should be properly interpreted within the boundaries of its context. As such, questions remain as to whether women with activated TGF-β signaling in their eutopic endometrium are more prone to developing adenomyosis. Transgenic models such as the one presented in this study provide evidence that if there is an inherent defect in the eutopic endometrium, this induces the development of adenomyosis. Although there is no perfect model for human adenomyosis aside from the human disease condition, studies such as these provide proof-of-principle evidence to explore and consider potential targets of therapy for adenomyosis.

In this study, we demonstrated that TGF-β2 overexpression plays an important role in the pathogenesis of adenomyosis with aberrant activation of β-catenin. TGF-β superfamily signaling plays a pleiotropic role in fundamental cellular and developmental processes^50^. TGF-β superfamily members are key regulators of female reproduction, including ovulation, uterine decidualization, and embryo development^51–53^. TGF-β signaling has been shown to play an important role in EMT^54^, and it influences Wnt/β-catenin signaling through the interaction of activated Smad complexes with APC/GSK-3β, β-catenin, and TCF/LEF1^34,35^. Liu et al.^55^ reported the increased expression of TGF-β1 in adenomyotic lesions. However, our results revealed that TGF-β1 is not a target of β-catenin. Interestingly, we found a strong positive correlation between β-catenin and TGF-β2 in the endometrial epithelial cells of women with and without adenomyosis. The levels of TGF-β2 were remarkably strong in endometrial epithelial cells of mutant mice compared to controls. Our immunofluorescence results confirmed that vimentin-positive epithelial cells express TGF-β2 proteins in the mutant mice, which suggests that aberrant activation of β-catenin and TGF-β2 plays an important role in the pathogenesis of adenomyosis.

The regulation of EMT is mostly initiated by several signaling pathways, including TGF-β, Wnt/β-catenin, and growth factors^56^. TGF-β signaling is widely known to be associated with multiple signaling pathways, such as cell homeostasis, immunomodulatory functions and EMT formation. TGF-β cooperates with Wnt/β-catenin to forward complete EMT and regulate the mesenchymal phenotype of invasive/metastatic tumor cells^57^. TGF-β can upregulate canonical Wnt signaling^58^. TGF-β1 induced β-catenin nuclear translocation in primary porcine valve interstitial cells through TGF-β receptor I kinase^59^. However, this is the first report that β-catenin induces EMT process through TGF-β2 in adenomyosis development.

Furthermore, Ishikawa cells with nuclear β-catenin expression induced the expression of TGF-β2 and vimentin but decreased the expression of E-cadherin. Overexpression of TGF-β2 in human adenomyosis and the ability of a specific TGF-β inhibitor to decrease cell invasion indicate that the TGF-β pathway is critical for the establishment of adenomyosis. Treatment of Ishikawa cells with the TGF-β inhibitor pirfenidone decreased the EMT process and preferentially inhibited cell invasion, demonstrating the major role TGF-β plays in adenomyosis. One limitation of our study is that Ishikawa human endometrial adenocarcinoma cell line was used to study benign disease. However, it is one of the few endometrial cell lines that expresses functional ERα and PR^60^. This cancer cell line is modestly responsive to estrogen but has lost its inhibitory response to progesterone despite the expression of receptors for both hormones. Another limitation is the lack of β-catenin-mediated TGF-β2 secretion in our study.

Pirfenidone (5-methyl-1-2-[1H]-pyridone) is a small synthetic molecule that inhibits TGF-β production^61,62^ and is approved by the Federal Drug Administration (FDA) for the treatment of idiopathic pulmonary fibrosis^63^. Our results show that pirfenidone treatment suppresses EMT and cell invasiveness in Ishikawa cells with β-catenin activation. Notably, pirfenidone also inhibits TGF-β1 as well as TNFα and IL-1β^64^. Therefore, the effect of pirfenidone was confirmed by using two other TGF-β inhibitors, GW788388 and R268712. Although these TGF-β inhibitors used in the present work are not specific for TGF-β2, our results suggest that TGF-β2 is a potential therapeutic target for adenomyosis-related β-catenin activation and EMT. Therefore, our study improved the understanding of the molecular mechanisms involved in the early pathogenesis of adenomyosis and will help develop strategic therapies for nonsurgical treatment.

In summary, we identified *Tgf-β2* as a direct target gene of β-catenin in the uterus using transcriptomic and ChIP-seq analyses. The levels of TGF-β2 are higher in endometrial epithelial cells of β-catenin-stabilized mice compared to control mice, as well as in epithelial cells of human eutopic endometrium and adenomyosis lesions compared to women without adenomyosis. We demonstrated a strong positive correlation between β-catenin and TGF-β2 protein levels in women with adenomyosis. β-catenin activation leads to EMT in endometrial epithelial cells through TGF-β2, and TGF-β inhibition suppresses EMT-related β-catenin activation effects. These results provide significant insights into our understanding of the pathophysiological function of β-catenin in adenomyosis development and suggest the therapeutic potential of a TGF-β inhibitor for adenomyosis.

## Supplementary information

Supplementary Information File

How the deposited data were processed for this re-analysis (not part of the article)

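The data are 6 Affymetrix arrays of uterine RNA from mice at 4 weeks of age, 3 of control and 3 of mutant mice. Each array was assigned to its group and replicate number by the sample labels. No labels give a batch, scan date or animal, so none was tested. The authors deposited 1 intensity per probe set and array, on a linear scale; the submitters' processing notes name RMA, whose version is not given in the sources used here. The nearly equal quartiles of the deposited intensities show that the arrays had been scaled to each other before deposit. The methods refer to an earlier publication for the array analysis, and the paper's text does not name the test behind its array p-values; its statistics section names Student's test for comparisons of 2 groups. Filters and detection calls are not given in the sources used here, nor is any detail of the background correction beyond the name RMA.

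The test had been planned for log2 values. As the deposited values are linear intensities, log2 was taken of them after a floor of 1, which changed no value. Genes were named from GEO's platform annotation through probe set identifiers. Of 45037 probe sets, 34945 had 1 gene symbol, 932 had several, from which no gene was named, and 9160 had none. The gene identifiers of 34741 probe sets were found in the RefSeq table of GRCm38.p6, and 0 symbols needed an update. The arrays name no build, so no coordinates are given. The 18193 genes were each represented by the probe set with the highest mean over the 6 arrays, and 9010 genes had more than 1 probe set.

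Mutant and control were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariate), with Benjamini-Hochberg adjustment over all genes and an adjusted p under 0.05 as the threshold. Errors beside group means are SDs, and those beside log2 fold changes are limma's standard errors. Counts at the paper's thresholds used a fold change above 1.5 and an unadjusted p under 0.05. The 28 gene lists covered Wnt, TGF-β, EMT, pluripotency, hedgehog, ErbB and ERK/MAPK genes, uterine, progesterone response, Müllerian, matrix and cell cycle genes, markers of other cell types, and interferon, immediate early and reference genes. Each list was tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists. The named genes are the 12 with the largest change each way among genes past the threshold whose groups do not overlap, every gene the paper names, and the 4 members of each list past the threshold with the largest change, or the 2 with the smallest p where none passed. A gene named outside this rule is said to have been chosen after its values were seen.

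The steps were tested on simulated data made from these arrays for the comparison of 3 mutant with 3 control arrays over 18193 genes. Of simulated changes of 0.5, 1 and 2 on the log2 scale, 24%, 83% and 100% were recovered. Of 147 calls 2 were false, and 2% of lists without a change had a p under 0.05. Only 50, 100 and 50 genes were changed, against 2178 called in the data, so these shares may not carry over. The 2% cannot vouch for lists of correlated genes, as no list that shifted at the preset correlation passed with an estimated one. No pair of arrays held identical values at more than 2.11% of probe sets, so none was treated as a repeat of another. The alternatives were other scalings between arrays, other ways to represent a gene, a filter that left out the lowest 40% of genes, a floor of 16, an intensity trend, array weights, the replicate number as a block, the methods' t-test, the paper's fold threshold, lists without shared genes, and leaving out each array. The ChIP-seq, RT-qPCR, immunostaining, human and Ishikawa cell experiments and the supplementary tables were not analysed here.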

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

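All tests of explanations here were chosen after the results were seen. The 32 cell cycle genes, which the paper's text does not discuss, had a median log2 fold change of 0.67 in the mutant (3 higher, none lower, 29 not called, and 3 higher when adjusted over the list alone; camera adjusted p = 9.2e-05, and adjusted p = 0.791 with an estimated correlation), with a mean log2 intensity of 4.36 in control replicate 2 and of 6.08 to 6.51 on the other 5 arrays. Without control replicate 2 the median was -0.045 and the list did not pass (camera adjusted p = 0.37, against 1e-07 to 0.791 over all alternatives), so the shift may rest on that array alone. The lower and upper quartiles of the members were then -0.23 and 0.21, below the median of 0.67 over all arrays. Measured against control replicates 1 and 3, this argues against a genotype difference in all cell cycle genes as the cause of the whole shift. It is not an independent test, as control replicate 2 was left out because of its low mean. A bound of 0 in place of that median, tried after these values were seen, leaves such a genotype difference open. A smaller difference, or one in a few genes, stays open: without control replicate 2, 3 of the 32 were higher and none lower, Pcna, the sliding clamp of replication, by 0.43 (adjusted p = 0.0321; 0.69 and adjusted p = 0.0673 over all arrays) and Mcm3 and Mcm4, subunits of the replicative helicase, by 0.69 and 0.49 (adjusted p = 0.0219 and 0.0477; 0.94 and 0.61 over all arrays), while Mcm2, higher by 0.57 over all arrays, lost its call there (0.44, adjusted p = 0.0655), and without control replicate 1, mutant replicate 1 or mutant replicate 2 the calls of the 3 Mcm genes were lost at 0.86 to 1.06 for Mcm3, 0.55 to 0.66 for Mcm4 and 0.55 to 0.60 for Mcm2 (adjusted p of 0.0539 to 0.112). What sets control replicate 2 apart was not tested.

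Pgr, the progesterone receptor gene that carries the cre insertion, fell from a log2 intensity of 10.40 ± 0.14 in the control to 9.43 ± 0.17 in the mutant (SD, n = 3 arrays each), with all 3 of its probe sets lower, a change that the paper's text does not mention; Supplementary Table S2 was not used here. The log2 fold change was -0.97 (95% interval -1.24 to -0.70, adjusted p = 0.0027 from limma), an interval that holds the value of -1 for 1 of 2 copies lost to the cre allele, which may account for it if the control mice were wild type, as the labels say, but not for controls with Pgr(cre/+). Fewer Pgr-expressing cells would lower the other genes of those cells by as much. The lower quartiles of the uterine epithelium, epithelial EMT, stromal and smooth muscle lists were -0.73, -0.58, -0.36 and -0.29. All lay above the log2 fold change of Pgr. A stricter bound, the interval's end of -0.70, was tried after these values were seen. Against it the uterine epithelium markers (median -0.34) fall short and the other 3 lists do not. The values therefore argue against a general loss of stromal or smooth muscle cells as the whole cause. For epithelial cells the lists differ, so their loss stays open. Loss of a subset of cells rich in Pgr and regulation of Pgr by β-catenin were not tested and stay open.

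Other lists outside the pathways that the paper names passed the test at the preset correlation. The macrophage markers had a median of 0.31 (adjusted p = 0.166 with an estimated correlation), with C1qa, a subunit of complement C1q, higher by 0.50 and its call lost without control replicate 1 (adjusted p = 0.0563). Adgre1 and Cd68, whose proteins the paper stained as macrophage markers, had log2 fold changes of 0.19 and 0.06 and were not called (adjusted p = 0.272 and 0.878). The adipocyte markers had a median of 0.76 (adjusted p = 0.575 with an estimated correlation), with Cidec, a protein of lipid droplets, higher by 1.82, and their mean log2 intensity was 5.89, 6.06 and 5.11 in control replicates 1 to 3 and 6.57, 7.11 and 6.45 in mutant replicates 1 to 3; without mutant replicate 2 the median was 0.46. As the list was set to follow fat of the mesometrium, different amounts of fat kept at dissection may account for the shift, which was not tested. The immediate early and stress genes had a median of -0.30 (0 higher, 4 lower, 16 not called, and 8 lower when adjusted over the list alone; camera adjusted p = 0.00882, and adjusted p = 0.257 with an estimated correlation), with Jun at -0.61 and Ddit3 at -0.66, and did not pass with dim genes left out or with a floor of 16. That list was set to follow the handling of RNA and tissue, so a difference in handling may account for its shift, which was not tested.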

How the results depend on the processing

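The alternative without control replicate 2 and mutant replicate 1 was chosen after seeing the data; the others were planned. Of genes called by limma, 1021 were higher and 1157 lower, against 105 and 39 with the methods' t-test after Benjamini-Hochberg adjustment (649 and 665 at the paper's thresholds) and 636 and 645 with a fold change above 1.5 added. Leaving out 1 array gave 480 to 971 higher and 372 to 1139 lower genes, with fewer samples. Over the other planned settings the counts stayed within 1.5 times. The Tgfb2 log2 fold change of 0.85 and the Tgfb3 log2 fold change of -0.62 lost their calls under the methods' t-test; with 1 array left out they ranged from 0.72 to 1.01 and from -0.71 to -0.56 (Tgfb2 was at 1.03 without control replicate 2 and mutant replicate 1), and Tgfb1 passed nowhere, with no value under the filter on dim genes or the floor of 16. Of 7 lists that shifted, 0 did with an estimated correlation. The median of the cell cycle genes was -0.045 without control replicate 2, -0.068 without control replicate 2 and mutant replicate 1, and up to 0.99 with 1 array left out. Uncalled values changed sign 12 times over 6 genes and 38 times over 9 lists.

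Of 110 other named genes that were called, 22 kept the call under every planned setting; 88 lost it with the methods' t-test, 37 without control replicate 1 and 29 without mutant replicate 2. The cause was not tested. Whether the replicate numbers pair the arrays is not settled. The deviations of same-numbered arrays from their group means correlated weakly, at 0.01, 0.21 and 0.16. Control replicates 2 and 3 correlated best with the mutant array of their own number. Control replicate 1 did not, as it correlated better with mutant replicate 3 (0.11). With the number as a block, 966 genes were higher and 1085 lower (1797 of the 2051 shared with the calls without it). Changes of genes below an intensity of 16 may be compressed toward 0, which was not tested.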

Differences from the paper's values

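No value that the paper states for these arrays differed from the one computed here by more than 1.5 times. At the paper's thresholds 1501 genes were found, 744 higher and 757 lower, against the paper's 2079, 1103 and 976, although the test behind the paper's p is not named in its text. Counted as probe sets, 2229 passed, 1163 higher and 1066 lower. Under 5 of the alternatives set before the data were examined, the total lay further from the paper's than 1.5 times: 1123 with the mean of each gene's probe sets, 1267 with dim genes left out, 1151 with a floor of 16, 1314 with the methods' t-test and 1319 without mutant replicate 2. The count of higher genes did so under 7, these 5 (603, 596, 544, 649 and 693) and also with quantile normalization applied again (730) and with array weights (729), and the count of lower genes under 3, with the mean of probe sets (520), the floor (607) and without mutant replicate 2 (626). The paper's RT-qPCR of Tgf-β2 shows a fold of about 2.6 in Fig. 1b, read by eye, and the arrays gave 1.80; the values of 1.62 with the mean of probe sets, 1.67 without control replicate 1 and 1.65 without mutant replicate 2 lay further off than 1.5 times. The paper lists embryonic stem cell pluripotency, TGF-β, ErbB and ERK/MAPK signaling among the altered pathways of an Ingenuity analysis. The lists of these pathways tested here did not shift as a whole with camera (adjusted p = 0.662, 0.628, 0.129 and 0.89), a different test on other gene lists, though each list held genes that were called.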

Other observations

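The weighing of the epithelial genes and the choice of Gzme, Gzmf and Ovgp1 came after the results were seen. Among 22 markers of the uterine epithelium, 4 were higher, 6 were lower and 12 did not pass limma's test (4 and 7 when adjusted over the list alone), with a median log2 fold change of -0.34, a mean of 0.01 and a camera adjusted p of 0.628, downward. The list passed, downward, with all probe sets adjusted together (adjusted p = 0.0252), and its median ranged from -0.53 to -0.07 over the alternatives. With all probe sets, a gene read by several may count more than once (Ceacam1 has 8, of which 3 were lower), so that pass is uncertain. With an estimated correlation it did not pass (camera adjusted p = 0.888). Aldh1a1, an enzyme of retinoic acid synthesis, rose by 2.44 (standard error 0.15) and Cxcl15, a chemokine, by 1.87 (standard error 0.14), while Wnt7a was at -1.71. Of 20 markers of squamous epithelium, 5 were higher, 1 was lower and 14 did not pass (6 and 1 when adjusted over the list alone; median 0.06, from 0.0092 to 0.73 over the alternatives planned, highest without the dimmest 40% of genes; camera adjusted p = 0.167), with Krt15, a keratin of basal cells, up by 3.49 (standard error 0.27). Of 26 steroid receptor and progesterone response genes, 6 were higher, 1 (Pgr) was lower and 19 did not pass (8 and 4 when adjusted over the list alone; median 0.09, from 0.02 to 0.19 over the alternatives planned; camera adjusted p = 0.113); Il13ra2, a receptor of interleukin 13, rose by 3.59 (standard error 0.20) and Hand2, a stromal transcription factor induced by progesterone, by 1.49 (standard error 0.18). Of 26 Müllerian and HOX patterning genes, 8 were higher, 2 were lower and 16 did not pass (8 and 2 when adjusted over the list alone; median 0.04, from 0.0015 to 0.21 over the alternatives planned; camera adjusted p = 0.0644). The progesterone response list passed in 3 alternatives, among them those without control replicate 2 (adjusted p = 0.0337) and without mutant replicate 1 (adjusted p = 0.0392). The Müllerian list passed in 2, among them that without control replicate 2 (adjusted p = 0.0102). With an estimated correlation over all arrays, neither list passed (camera adjusted p = 0.698 for progesterone response and 0.683 for Müllerian genes).

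Of 36 genes of the extracellular matrix and fibrosis, 8 were higher, 5 were lower and 23 did not pass (9 and 9 when adjusted over the list alone; median -0.00, mean 0.06, camera upward with adjusted p = 0.866). Vcan, a proteoglycan of the matrix, rose by 2.51 (standard error 0.20), and Mfap5, a protein of microfibrils, had a log2 fold change of -1.77 (standard error 0.26). Of 19 endometrial stroma markers, 4 were higher, 3 were lower and 12 did not pass (4 and 5 when adjusted over the list alone; median -0.19, from -0.46 to -0.0035 over the alternatives planned; camera adjusted p = 0.662), and Aldh1a2, the stromal enzyme of retinoic acid synthesis, had a log2 fold change of -2.37 (standard error 0.30). Of 19 smooth muscle markers, 4 were higher, none was lower and 15 did not pass (4 and 2 when adjusted over the list alone; median -0.02, mean 0.10, camera upward with adjusted p = 0.59). Of 19 granulocyte and mast cell markers, 3 were higher, none was lower and 16 did not pass (3 higher when adjusted over the list alone; median 0.10, from 0.015 to 1.27 over the alternatives planned, highest without the dimmest 40% of genes; camera adjusted p = 0.0552, and adjusted p = 0.372 with an estimated correlation); Hdc, the enzyme of histamine synthesis, rose by 2.93 (standard error 0.23) and Kit, the receptor of stem cell factor, by 1.27 (standard error 0.10), and the list passed in 8 of 18 alternatives, among them those without control replicate 2, mutant replicate 2 or mutant replicate 3 (adjusted p = 0.0223, 0.034 and 0.021). Hdc also stands in the progesterone response list. The members Cpa3, Cma1, Mcpt4 and Fcer1a were not called, with log2 fold changes of 0.10, 0.23, 0.13 and -0.02. Tpsb2 was not called either (2.36, adjusted p = 0.0847 from limma), while Ms4a2 was higher by 1.54. A change in the number of mast cells or granulocytes was not tested. Gzme and Gzmf, near-identical relatives of other granzymes, had log2 fold changes of 3.68 and 3.54 and are uncertain. Of 19 interferon response genes, 2 were higher, 3 were lower and 14 did not pass (3 and 3 when adjusted over the list alone; median 0.09, camera adjusted p = 0.628). Among 19 endothelial markers 1 was higher and 1 lower, also when adjusted over the list alone (median 0.01, camera adjusted p = 0.628), and among 17 ovary and oviduct markers 2 were higher, also over the list alone (median -0.05, mean 0.09, camera upward with adjusted p = 0.994). No member passed, over all genes or over the list alone, among 15 T and B lymphocyte markers (median -0.02, mean -0.03, camera upward with adjusted p = 0.994), 4 red blood cell markers (median 0.07, adjusted p = 0.628) and 11 reference genes (median 0.08, adjusted p = 0.499). Ovgp1, an oviduct glycoprotein, had a log2 intensity of 8.01 in mutant replicate 3 and of 2.49 to 4.60 on the other arrays.

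Of 36 epithelial genes of EMT, 1 was higher, 11 were lower and 24 did not pass (1 and 18 when adjusted over the list alone), with a median log2 fold change of -0.40 (camera adjusted p = 5.3e-06, and adjusted p = 0.683 with an estimated correlation); Dsg2, a desmosomal cadherin, was at -0.84 and Ovol2, a repressor of EMT, at -0.97, while Tjp1, a tight junction protein, was at 0.88. Loss of epithelial identity and a lower share of epithelial cells cannot be told apart for these genes. A lower share would lower the other epithelial markers too, and 4 of the 22 uterine epithelium markers were higher while 6 were lower, which may reflect a change within the epithelium but does not exclude fewer cells. An epithelial-mesenchymal transition would raise mesenchymal genes, and the 28 mesenchymal genes had a median of -0.042 and a mean of 0.08 (7 higher, 3 lower, 18 not called, and 9 and 4 when adjusted over the list alone; camera upward with adjusted p = 0.553), which whole-uterus RNA does not resolve, as stroma and muscle express them.

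The paper measured E-cadherin and vimentin by immunostaining in epithelial cells (Fig. 2). In whole-uterus RNA Cdh1 had a log2 fold change of -0.28 (standard error 0.10, adjusted p = 0.122 from limma, and 0.0499 over its epithelial list alone). Vim had one of -0.35 (standard error 0.13, adjusted p = 0.14, and 0.0615 over its mesenchymal list alone). For both genes each mutant array lay below each control array. The other probe sets of Vim were at -0.44 (adjusted p = 0.0967) and -0.53 (adjusted p = 0.0424) when all probe sets were adjusted together, so 1 of 3 was called lower. Zeb1, a transcription factor of EMT, rose by 0.83 (standard error 0.08, adjusted p = 0.00142). Snai1 rose by 0.44 (adjusted p = 0.0316), a call lost on leaving out any array but control replicate 2 (0.37 to 0.49, adjusted p of 0.0502 to 0.112). All Snai1 values lay below an intensity of 16, so its change is uncertain. Zeb2, Snai2 and Twist1 had log2 fold changes of -0.28, -0.14 and -0.13 (adjusted p = 0.255, 0.301 and 0.614).

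Over all genes, the values of the groups did not overlap for 5882 genes (32.3%), against 10% by chance. Of the 10 splits of the 6 arrays into 3 and 3, 1, the real one, called 2178 genes, and the highest other called 0; 10 splits are too few for a share under 0.05.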
